A study of Mus musculus with 10 samples. Its data were reported in "Mouse Primordial Germ Cell-Like Cells Lack piRNAs" (2022).

How the data were processed

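Small RNA was sequenced from cells sorted from Day 6 mouse embryoid bodies. The 10 samples analysed here form 5 groups of 2 replicates: mPGCLCs of the E14 and BG5 mESC lines, and non-PGCLC cells of the E14, BG5 and SGET lines. Groups and replicate numbers were taken from the labels. The mPGCLCs of SGET and the in vivo PGC controls of the study were not analysed here, so no piRNA-positive sample entered any comparison.

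The deposited values are raw counts: each of the 10 files lists distinct read sequences of one library with the number of reads of each. Per the labels and the study's methods, the authors trimmed adapters with cutadapt, removed 4 random bases from each read end, and mapped reads of at least 15 nt to GRCm38 with STAR, allowing up to 2 mismatches and up to 100 positions, with 1 position reported at random. The random bases were not used as molecular identifiers, so PCR copies stay in the counts. The study's methods say that samples were run on 2 instrument types and that the read files of a library were joined before trimming, so a library can hold reads from both. The part from each is not given, so instrument could not be entered in any fit. Library batch is not given either, and the mPGCLC and non-PGCLC samples are numbered in separate blocks. A batch that follows cell type therefore cannot be told apart from cell type in any comparison of the cell types. In the files, reads were 15 to 43 nt long. Reads of 43 nt are the longest, and no read of 41 or 42 nt was present, as would be left by reads in which no adapter was found.

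All shares are percentages of all reads in a library's file, computed here from the deposited counts. RPM values are counts scaled to the same library total. The read length classes were 22 nt for miRNAs and 26 to 29 nt with a 5′-U for fetal piRNAs. The peak ratio is the 27-nt 5′-U share divided by the mean of the 24-nt and 30-nt 5′-U shares. Collapsed shares count each distinct sequence 1 time. Reads of 18 to 26 nt were assigned to mature miRNA arms by matching them to the hairpins of the GENCODE vM21 annotation, sense strand, with the first 18 nt exact and up to 2 mismatches after that. This used 1174 hairpins. Arms whose reads cannot be told apart were merged and carry all their names, and families with near-identical copies are uncertain at the level of the single gene. Coordinates are GRCm38, 1-based. A genome sequence, a transposon annotation and a cytoplasmic tRNA annotation were not used here.

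Class shares were compared between 4 mPGCLC and 4 non-PGCLC samples of E14 and BG5 with a two-sided exact permutation test of the difference of means over 70 arrangements, whose smallest p is 0.0286. SGET stayed out of these tests because it has no mPGCLC sample here. The family of share tests has 9 members, and Benjamini-Hochberg adjusted values were computed over it. Counts per sequence, per miRNA and per length and 5′-nucleotide class were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 and Benjamini-Hochberg adjustment, with 0.05 as the threshold. Sequences and miRNAs were fitted over all 10 samples with 5 group means after filterByExpr and TMM scaling, with total reads as library size. Classes were fitted on 8 samples with the cell line as covariate, scaled by total reads. Contrasts were the mean cell-type effect over E14 and BG5, the effect within each line, the difference between the lines (interaction), and the 3 non-PGCLC groups. Standard errors were computed as the absolute log2 change divided by the square root of the F statistic.

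The named miRNAs are the 5 largest rises and the 5 largest falls among those with an adjusted p under 0.05 whose mPGCLC replicates all lay on one side of the non-PGCLC replicates within both lines. The miR-290 cluster, the miR-302 cluster and the let-7 family are given whatever they showed. This rule, the tests, their samples and the other settings to be tried were fixed before the data were examined. Alternatives were DESeq2 1.42.0, other scalings, other low-count filters, only the samples compared, other denominators and length windows, thinning to the smallest library, each replicate left out in turn, and the replicate number as a block. The pairing comes from the replicate numbers in the labels, and whether same-numbered samples deviate together was checked with the correlation of their deviations. Chosen after seeing the data were the within-line and interaction fits for miRNAs, miRNA reads as denominator, exact hairpin matches, scaling without the miR-290 cluster, reads divided by a per-library copy number, the block with the BG5 numbers crossed, and leaving out each replicate with the tested set held fixed.

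The edgeR code was tested on simulated data, with counts drawn from the real means and library sizes. At the spread of the real libraries it recovered 1.0% of 200 sequences changed 16-fold among 65913, 32.5% of 200 miRNAs changed 8-fold among 558, and 100% of 20 classes changed 4-fold among 108. The 200 sequences were drawn only from the most abundant ones, and the miRNAs and classes from all. With a dispersion of 0.1 in place of the real spread, a step added after the first recovery was seen, it recovered 100% of the same 200 sequences and 100% of the 200 miRNAs. The real-spread step was also changed after a first run, from trended to per-sequence dispersions. The sequence test therefore has little power in these libraries, whose median per-sequence dispersion was 7.59.

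Depth ranged from 7421061 to 14444567 reads per library. Intervals for single samples are Wilson 95% intervals, and the floor set for a share was 3 reads of the library's total, or 0.208 to 0.404 RPM, although sequences with fewer reads were counted. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.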

Results

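Small RNA libraries were made from Day 6 mPGCLCs, germ cell-like cells sorted from embryoid bodies, and from the non-PGCLC cells of the same kind of culture. The mESC lines E14 (no reporter) and BG5 (Blimp1-GFP reporter), gave both cell types, and the line SGET (Stella-GFP and Esg1-tdTomato reporters), gave non-PGCLC cells, with 2 replicates in each of the 5 groups. The 10 libraries held 103197012 mapped reads in all. E14 mPGCLC replicates 1 and 2 had 8274092 and 8046414 reads, and BG5 mPGCLC replicates had 8251090 and 10227279. The non-PGCLC replicates had 7421061 and 12899662 reads in E14, 9453155 and 14444567 in BG5, and 14404300 and 9775392 in SGET. Each library held 155870 to 301224 distinct sequences, of which 53.3% to 67.1% were seen in a single read. Reads of 15 to 19 nt made up 42.8% to 67.3% of a library. Between replicates, Pearson's r of log2 miRNA counts was 0.770 to 0.829 across miRNAs, which are not independent replicates.

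The first comparison asked whether mPGCLCs carry the length and 5′-nucleotide profile of fetal piRNAs, a 27-nt population with a 5′-U bias, with non-PGCLC cells as the background. Within 20 to 33 nt, the most frequent length was 22 nt in all 10 libraries, with 8.69% to 18.1% of reads. The 22-nt share was 15.5% ± 0.677 (SD, n = 2) in E14 mPGCLC, 10.9% ± 1.60 (SD, n = 2) in E14 non-PGCLC, 10.3% ± 2.21 (SD, n = 2) in BG5 mPGCLC, 15.4% ± 3.80 (SD, n = 2) in BG5 non-PGCLC and 15.5% ± 0.853 (SD, n = 2) in SGET non-PGCLC. Over E14 and BG5 the cell types differed by -0.295 percentage points, less than the spread between replicates (exact permutation test, p = 0.857, adjusted 0.857). With same-numbered samples paired as a replicate block, the exact sign-flip p was 0.875, where 0.125 is the smallest this design can give. Within lines the difference was 4.57 percentage points in E14 and -5.16 in BG5, and the replicates of the cell types did not overlap in either line. With 2 samples against 2, the smallest exact p is 0.333, so no test within a line can reach 0.05. Leaving out BG5 non-PGCLC replicate 1 moved the pooled difference most, to 1.36. Replicate 1 was above replicate 2 in both cell types of both lines, by 0.958 and 2.27 percentage points in E14 mPGCLC and non-PGCLC and by 3.12 and 5.38 in BG5.

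**Figure D1:**
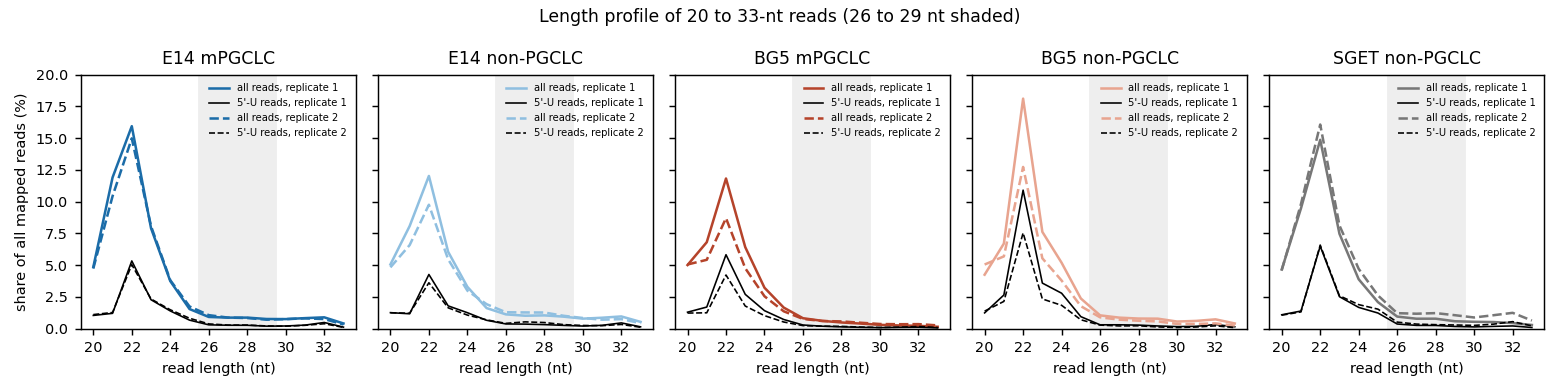
Share of all mapped reads (%) against read length (nt) for 20 to 33 nt, one panel per group, with coloured lines for all reads and black lines for 5′-U reads of each replicate. The maximum lies at 22 nt in all 10 libraries, and the shaded 26 to 29-nt window holds 27-nt shares of 0.591% to 1.27%.

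Reads of 27 nt were 0.591% to 1.27% of a library, and 29.1% to 41.4% of them began with U. Among 5′-U reads of 25 to 33 nt, the most frequent length was 25 nt in all 10 libraries. The 27-nt 5′-U share was above the 26-nt 5′-U share in E14 non-PGCLC replicate 2, with 0.525% against 0.409%, and the 2 shares were both 0.295% in BG5 non-PGCLC replicate 1. In all 4 mPGCLC libraries the 27-nt 5′-U share was below the 26-nt 5′-U share. A 5′-U share above those of both neighbouring lengths occurred within 26 to 29 nt in 4 libraries. Besides the 2 named above, these were BG5 non-PGCLC replicate 2, with 0.216% at 28 nt against 0.204% at 27 nt, and E14 mPGCLC replicate 2, where the 28-nt and 27-nt shares were both 0.274%. The 26 to 29-nt 5′-U share was 1.06% ± 0.0875 (SD, n = 2) in E14 mPGCLC and 1.49% ± 0.317 (SD, n = 2) in E14 non-PGCLC. It was 0.696% ± 0.00879 (SD, n = 2) in BG5 mPGCLC, 0.940% ± 0.176 (SD, n = 2) in BG5 non-PGCLC and 1.23% ± 0.302 (SD, n = 2) in SGET non-PGCLC. mPGCLC libraries were lower in both lines without overlap, by -0.436 percentage points in E14 and -0.243 in BG5. With 20 to 33-nt reads as denominator the BG5 difference was -0.0969 percentage points and its replicates overlapped. The pooled difference of -0.340 did not pass the exact permutation test (p = 0.171, adjusted 0.579). With arrangements kept within each line the exact p was 0.0556, and with the replicate block 0.125, each the smallest its design allows.

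The 27-nt 5′-U peak ratio, the 27-nt share over the mean of its 24-nt and 30-nt flanks, was 0.328 ± 0.00120 (SD, n = 2) in E14 mPGCLC, 0.645 ± 0.230 (SD, n = 2) in E14 non-PGCLC, 0.293 ± 0.0623 (SD, n = 2) in BG5 mPGCLC, 0.207 ± 0.00863 (SD, n = 2) in BG5 non-PGCLC and 0.303 ± 0.0355 (SD, n = 2) in SGET non-PGCLC. The highest single library was E14 non-PGCLC replicate 2 with 0.808, and with flanks of 25 and 29 nt its ratio was 1.06, the highest of all 10. With the 30-nt flank alone the ratio was 1.29 to 2.60, above 1 in all 10 libraries and highest in a BG5 mPGCLC library, with up to 2.18 in E14 non-PGCLC. The cell types differed by -0.115 (exact permutation test, p = 0.543; replicate block, p = 0.625). When each distinct sequence was counted 1 time, the 26 to 29-nt 5′-U share was 0.977% to 1.77% over the 10 libraries, and the cell types differed by -0.0501 percentage points (exact permutation test, p = 0.686; replicate block, p = 0.25). With 20 to 33-nt sequences as denominator, this collapsed share was lower in E14 mPGCLC by -0.292 percentage points and higher in BG5 mPGCLC by 0.155, without overlap in either line. The 5′-U percentage among 26 to 29-nt reads was 29.4% to 35.6%, with a difference of -1.29 percentage points (exact permutation test, p = 0.514; replicate block, p = 0.25). The replicate differences had the same sign in both cell types of a line for the peak ratio, the collapsed share and the 5′-U percentage. For the peak ratio they were -0.00170 and -0.326 in E14 and -0.0880 and -0.0122 in BG5 for replicate 1 minus replicate 2.

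**Figure D2:**
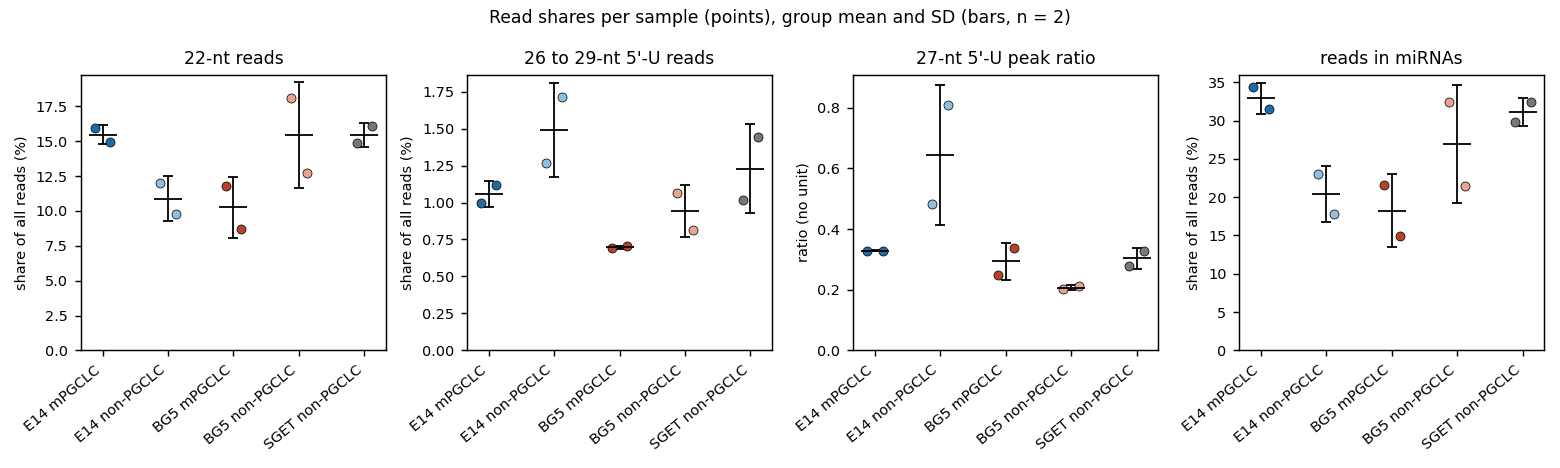
Read shares (%) and the 27-nt 5′-U peak ratio (no unit) per sample, with points for the 2 replicates and bars for the group mean and SD. The 26 to 29-nt 5′-U share of both mPGCLC replicates lies below both non-PGCLC replicates in E14 and in BG5, while the 22-nt share moves in opposite directions in the 2 lines.

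The reads of the 26 to 29-nt 5′-U class were then matched to the annotation, an analysis chosen after the data were seen. Annotated miRNAs took 5.12% to 19.5% of the class, and 49.0% to 77.9% of it had no exact match in the annotated transcripts used. A fragment of the 3′ end of the Y RNA gene Rny1 (chromosome 6, 47788069 to 47788180, minus strand, positions 84 to 110 of its 112 nt) gave 5.81% to 15.3% of the class. These are reads that begin with the fragment, and 37.2% to 61.4% of them had no exact match beyond it and are also counted among the reads with none. Mir182-5p with extra 3′ bases (hairpin on chromosome 6, 30165918 to 30165992, minus strand) gave 3.16% to 17.2%, and a GC-rich fragment with no match gave 0.0713% to 40.6%, its highest share in E14 non-PGCLC replicate 2. Without the GC-rich fragment alone the class differed by -0.0677 percentage points in E14, where its replicates then overlapped, and by -0.244 in BG5. Without these 3 fragments the class differed by -0.145 percentage points between the cell types (exact permutation test, p = 0.114). It was then lower in mPGCLC without overlap in both lines, by -0.0922 in E14 and -0.197 in BG5.

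Each length and 5′-nucleotide class was also tested with edgeR, with 7 of 108 classes past an adjusted p of 0.05, 4 higher and 3 lower in mPGCLC. The class of 43 nt with 5′-U rose most surely (log2 1.12, SE 0.18, edgeR adjusted p = 0.00251). The 3 lower classes were 29 nt with 5′-G, 32 nt with 5′-A and 28 nt with 5′-U. Their edgeR adjusted p was 0.0277, 0.0387 and 0.0387, and the 28-nt 5′-U class had a log2 change of -0.62 (SE 0.17). The 27-nt 5′-U class did not pass (log2 -0.57, SE 0.17, edgeR adjusted p = 0.0619). All classes of 25 to 39 nt had a negative log2 change, whatever their 5′ nucleotide. At 28 nt it was -0.45 with 5′-A, -0.18 with 5′-C and -0.40 with 5′-G. At 36 nt it was -1.20 with 5′-A, -1.01 with 5′-C, -0.89 with 5′-G and -0.94 with 5′-U, none past the threshold. Lower levels were therefore not confined to 5′-U reads or to fetal piRNA lengths, although at 28 nt the fall was largest with 5′-U. With the replicate block 2 classes passed. Same-numbered samples deviated together in E14 (r = 0.484 across classes) and oppositely in BG5 (r = -0.400). With the numbers of BG5 crossed, a pairing chosen after the data were seen and the alternative that moved this count most, 50 classes passed, 5 higher and 45 lower. With TMM scaling 8 classes passed, all 8 higher, so the direction of the class calls depended on the scaling.

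Single sequences, as deposited, were compared next. Of 65913 sequences tested, 90 passed in edgeR (57 higher and 33 lower in mPGCLC), and 5052 had an unadjusted p under 0.05. Of the 90, 77 lay in miRNAs, 0 were 26 to 29-nt 5′-U sequences (1068 of these were tested), and 32 had non-overlapping cell types. The lowest adjusted p was that of ACTCAAACTGGGGGCTCTTTT, which was higher in mPGCLC (log2 2.36, SE 0.09, edgeR adjusted p = 4.83e-21). At the real spread the self-test recovered 1.0% of 16-fold changes in abundant sequences. A change of this size was therefore not detectable in most of the sequences drawn. Power differed between sequences, since the calls of the real data included a log2 change of 0.54 (SE 0.11). With the replicate block 181 sequences passed, with r of same-numbered samples at 0.0247 in E14 and 0.0629 in BG5. DESeq2 moved the count most, to 2840, of which 24 were 26 to 29-nt 5′-U sequences. Within E14, 26 sequences passed (84 with the block), and within BG5, 70 passed (162 with the block). The effects of the lines differed for 28 sequences (84 with the block).

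Reads in annotated miRNAs made up 32.9% ± 2.01 (SD, n = 2) of E14 mPGCLC, 20.4% ± 3.65 (SD, n = 2) of E14 non-PGCLC, 18.2% ± 4.75 (SD, n = 2) of BG5 mPGCLC, 26.96% ± 7.71 (SD, n = 2) of BG5 non-PGCLC and 31.1% ± 1.84 (SD, n = 2) of SGET non-PGCLC. The cell types differed by 1.91 percentage points (exact permutation test, p = 0.80; replicate block, p = 0.75), with 12.5 in E14 and -8.73 in BG5. Replicate 1 was above replicate 2 in both cell types of both lines, by 2.84 to 10.9 percentage points. Of 558 mature miRNAs tested, 81 passed in edgeR, 43 higher and 38 lower in mPGCLC. With total-read scaling 75 passed, 30 higher and 45 lower, since that scaling moved the median log2 change of all miRNAs by -0.26, and 68 miRNAs were called under both. The replicate block gave 95 miRNAs, with r of same-numbered samples at -0.0464 in E14 and -0.00438 in BG5, and DESeq2 moved the count most, to 146.

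Under the rule for named miRNAs, 30 that rose and 28 that fell were eligible. The largest falls were Mir412-3p, Mir100-5p, Mir214-3p, the shared Mir199a-1/Mir199a-2/Mir199b 3p arm and the shared Mir125b-1/Mir125b-2 5p arm. The Mir199 3p arm (hairpins on chromosomes 9, 1 and 2) fell in both lines, from 794 ± 52.9 (SD, n = 2) to 11.5 ± 0.833 (SD, n = 2) RPM in E14 and from 10425 ± 4039 (SD, n = 2) to 70.6 ± 30.2 (SD, n = 2) in BG5. Its pooled log2 change was -6.32 (SE 0.32, edgeR adjusted p = 2.34e-10). Mir214-3p (chromosome 1, 162223368 to 162223477, in an exon of Dnm3os) had a log2 change of -6.37 (SE 0.62, edgeR adjusted p = 6.62e-07), and the Mir125b 5p arm -5.77 (SE 0.40, edgeR adjusted p = 1.55e-08). Mir100-5p (chromosome 9, 41531425 to 41531504, in an intron of 3110039I08Rik) had -7.57 (SE 1.32, edgeR adjusted p = 0.000357). In the fits that each left out a replicate, the log2 change of Mir100-5p ranged from -12.7 to -7.07. Mir412-3p (chromosome 12, 109743289 to 109743368, in an exon of Mirg) had 0 reads in all 4 mPGCLC libraries and was at least 37.97-fold lower in E14 and at least 273-fold lower in BG5 (edgeR adjusted p = 0.0263). Its call was lost in 13 of 27 alternatives, the replicate block among them, with an edgeR adjusted p of up to 0.136. Folds given as at least, here and below, use the floor of 3 reads and do not allow for PCR copies.

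The largest rises were Mir32-3p, the shared Mir465c-1/Mir465c-2 5p arm, the shared Mir465 3p arm, Mir758-3p and Mir871-3p. Mir32-3p (chromosome 4, 56895229 to 56895298, in an intron of Tmem245) had 0 reads in both BG5 non-PGCLC libraries and was at least 106-fold higher in BG5 mPGCLC and 2.04-fold higher in E14 mPGCLC (log2 6.07, SE 1.93, edgeR adjusted p = 0.0432). The Mir465c 5p arm (chromosome X, 66825955 to 66826035 and 66832517 to 66832597) was at least 148-fold higher in BG5 and 2.60-fold higher in E14 (log2 5.59, SE 0.82, edgeR adjusted p = 6.09e-05). The Mir465 3p arm of the same cluster, whose copies cannot be told apart, was at least 110-fold higher in BG5 and 4.67-fold higher in E14 (log2 5.27, SE 0.76, edgeR adjusted p = 5.16e-05). Mir758-3p (chromosome 12, 109712810 to 109712890) was at least 54.1-fold higher in E14 and 2.55-fold higher in BG5 (log2 5.05, SE 1.24, edgeR adjusted p = 0.00798). Mir871-3p (chromosome X, 66810428 to 66810504) was 124-fold higher in BG5 and 3.27-fold higher in E14 (log2 4.43, SE 0.91, edgeR adjusted p = 0.00164). The call of Mir32-3p was lost in 18 of 27 alternatives, total-read scaling and the replicate block among them, with an edgeR adjusted p of up to 0.144. That of Mir758-3p was lost in 2 of 28, both without BG5 mPGCLC replicate 1. These rises rest on few reads in the low group, and SGET non-PGCLC had 329 ± 6.77 (SD, n = 2) RPM of the Mir465 3p arm, more than any mPGCLC group. Sequences with at least 5 reads found in 1 library only had a median of 97 and 155 reads in the BG5 non-PGCLC replicates. In the BG5 mPGCLC replicates the median was 107 and 47. If such reads are PCR copies of single molecules, the folds given as at least are not lower bounds. Within single lines, edgeR called each of the 5 rises only in the line with the larger fold. In the other line the lowest edgeR adjusted p was 0.359, for the Mir465 3p arm in E14.

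**Figure D3:**
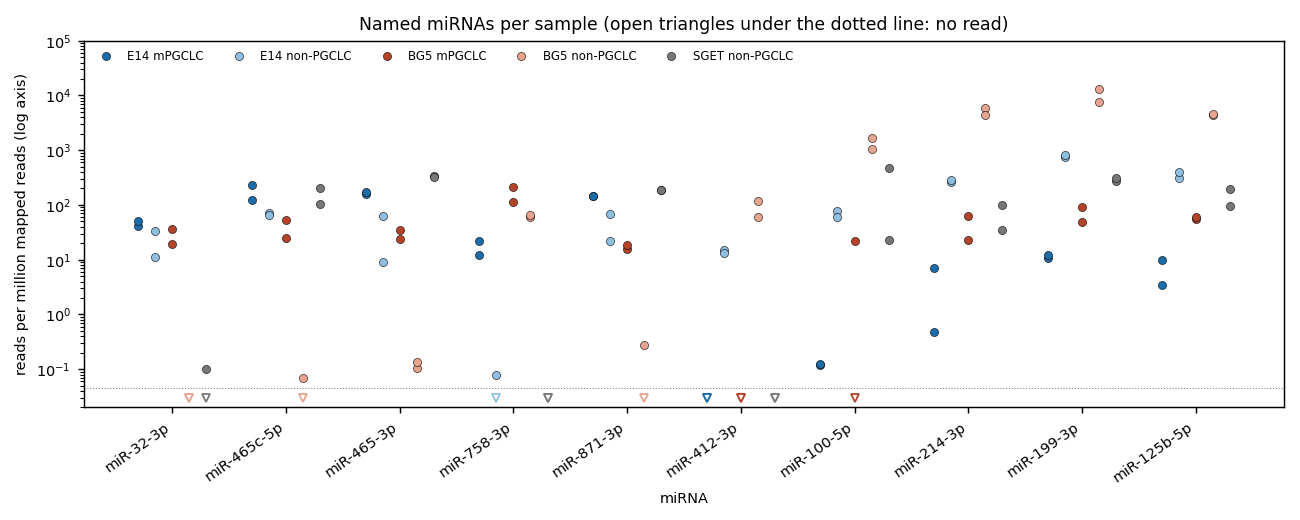
Abundance in RPM (log axis) of the 10 named miRNAs in every sample, coloured by group, with open triangles for libraries with no read. The 5 falls separate mPGCLC from non-PGCLC in both E14 and BG5, and the 4 rises other than Mir758-3p have their lowest values in BG5 non-PGCLC or SGET non-PGCLC.

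The miR-290 cluster (Mir290a to Mir295, 7 hairpins, chromosome 7, 3218626 to 3220841) took 21.01% ± 1.95 (SD, n = 2) of E14 mPGCLC reads, 11.4% ± 2.94 (SD, n = 2) of E14 non-PGCLC, 5.98% ± 1.61 (SD, n = 2) of BG5 mPGCLC, 0.843% ± 0.0887 (SD, n = 2) of BG5 non-PGCLC and 15.3% ± 1.10 (SD, n = 2) of SGET non-PGCLC. It was higher in mPGCLC without overlap in both lines, by 9.61 percentage points in E14 and 5.14 in BG5. The pooled difference of 7.38 did not pass (exact permutation test, p = 0.229, adjusted 0.579). This test, also used for miR-302 and let-7, mixes the lines, and mPGCLC shares alone were 21.01% in E14 and 5.98% in BG5. Not passing it is therefore weak evidence against a difference within lines. With arrangements kept within each line the exact p was 0.0556, and with the replicate block 0.125, each the smallest its design allows. The miR-302 cluster differed by 0.229 percentage points (exact permutation test, p = 0.257), with 0.498% ± 0.0148 (SD, n = 2) in BG5 mPGCLC and 0.0375% ± 0.00298 (SD, n = 2) in BG5 non-PGCLC, and with overlapping replicates in E14. The let-7 family was 0.896% ± 0.145 (SD, n = 2) in E14 mPGCLC, 0.628% ± 0.0520 (SD, n = 2) in E14 non-PGCLC, 0.123% ± 0.0571 (SD, n = 2) in BG5 mPGCLC and 2.81% ± 0.478 (SD, n = 2) in BG5 non-PGCLC. Its pooled difference was -1.21 percentage points (exact permutation test, p = 0.171), with 0.268 in E14 and -2.69 in BG5. As a percentage of miRNA reads, let-7 was lower in mPGCLC by -0.395 in E14, with overlapping replicates, and by -9.94 in BG5.

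**Figure D4:**
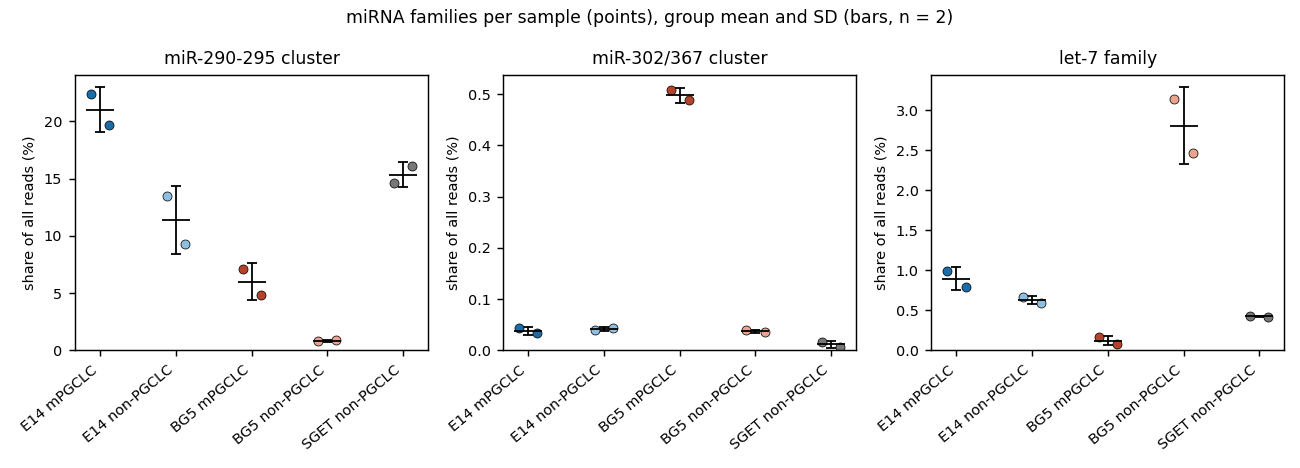
Share of all reads (%) of the miR-290 cluster, the miR-302 cluster and the let-7 family per sample, with points for the 2 replicates and bars for the group mean and SD. The miR-290 share is higher in mPGCLC than in non-PGCLC of the same line in E14 and BG5, and let-7 is highest in BG5 non-PGCLC with 2.81%.

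The lines were then compared. Within E14, 16 miRNAs passed in edgeR, 3 higher and 13 lower in mPGCLC, and within BG5, 77 passed, 46 higher and 31 lower. With total-read scaling 8 passed in E14, 0 higher and 8 lower, and 69 in BG5, 28 higher and 41 lower. The replicate block gave 21 in E14 and 84 in BG5. The interaction test of the difference itself called 32 miRNAs, with the BG5 effect above the E14 effect for 22 and below it for 10. With total-read scaling these were 14 and 18, and the replicate block gave 40 in all. Among the named miRNAs the interaction was past the threshold for the Mir465c 5p arm (log2 8.75, edgeR adjusted p = 0.000932) and the Mir465 3p arm (log2 6.32, edgeR adjusted p = 0.00654). For the Mir199 3p arm the effects of the lines differed by -0.03 on the log2 scale (SE 0.52), not past the threshold.

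**Figure D5:**
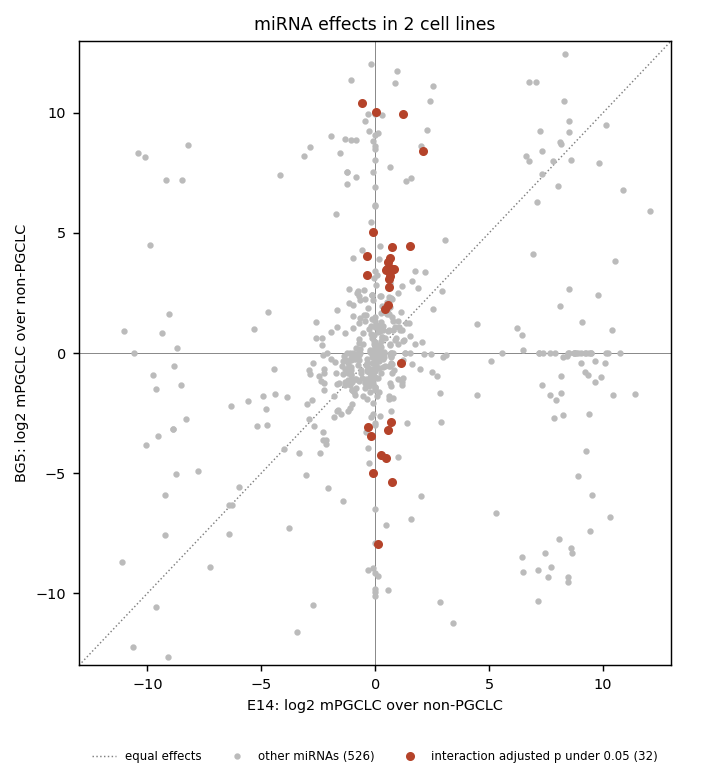
Log2 change of mPGCLC over non-PGCLC in BG5 (vertical) against E14 (horizontal) for 558 miRNAs, one point each, with the 32 miRNAs called by the interaction test in red and a dotted line for equal effects. Red points lie on both sides of the dotted line.

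As a background for the cell-type comparison, the non-PGCLC cells of the 3 lines were compared with each other. In edgeR, 107 miRNAs differed between them (131 with the replicate block), more than the 81 that differed between the cell types, and 125 sequences did (186 with the block). With total-read scaling 123 miRNAs differed.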

Values the study reported

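The study reported a fetal piRNA peak at 27 nt that was 6.6-fold larger in E15.5 than in E13.5 male PGCs. For its E12.5 control it described a profile compatible with a miRNA peak at 22 nt. Those PGC samples were not analysed here.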

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

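All tests of explanations in this part were chosen only after the result was seen, except that of the 10 most abundant 22-nt sequences and that of a single fragment in the peak ratio. The fragment removed in the latter test was itself picked after the data were seen.

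The 22-nt share rose in both E14 mPGCLC replicates and fell in both BG5 mPGCLC replicates, so that the effect in BG5 minus that in E14 was -9.73 percentage points. This difference was not tested at a level the design could pass: the exact within-line permutation p was 0.0556, the smallest it can give. With 20 to 33-nt reads as denominator the BG5 difference was -5.25 and the lines still moved in opposite directions, so reads of 15 to 19 nt in the denominator do not account for it. Without the 10 most abundant 22-nt sequences the BG5 difference was -6.22 and the directions again held, although the E14 difference fell from 4.57 to 1.22, so most of the E14 rise lies in those sequences. The 22-nt reads outside miRNAs differed by -0.00775 in E14 and -0.113 in BG5, so the pattern lies in the miRNA reads. Library batch remains possible, since the labels do not give it, as do uneven parts of the 2 instruments in a library.

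For the 27-nt 5′-U peak ratio, the effect in BG5 minus that in E14 was 0.402, with a fall in E14 and a rise in BG5 in every replicate, and the difference was not tested at a level the design could pass. Without the GC-rich fragment the E14 fall went from -0.317 to -0.104 with separate replicates, so most of it lies in this fragment and the direction held without it. With flanks of 25 and 29 nt the BG5 rise was 0.0135 and its replicates overlapped, as they did with the 30-nt flank alone, which is consistent with the rise in BG5 depending on the choice of flanks. The opposite directions therefore cannot be told apart from that choice.

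The let-7 share rose in both E14 mPGCLC replicates and fell in both BG5 mPGCLC replicates, a difference of -2.95 percentage points that was not tested at a level the design could pass. As a percentage of miRNA reads, let-7 differed by -0.395 in E14 with overlapping replicates, which is consistent with the rise in E14 following from the larger miRNA share of those libraries. The fall in BG5 was present on both scales.

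The difference between the lines was tested for miRNAs and for sequences, and 32 miRNAs and 28 sequences had effects that differed. The strongest named cases were the Mir465c 5p arm with 8.75 on the log2 scale and the Mir465 3p arm with 6.32. Of the 32 miRNA calls, 24 were also made with total-read scaling, 32 after thinning every library to the smallest total and 31 with exact hairpin matches. After dividing reads by each library's copy number, 29 of the 32 were among 59 calls, but 1 value per library cannot remove PCR copies of single sequences, so these remain possible. Scaling, depth and mismatched reads are unlikely to account for most of the 32. If E14 non-PGCLC libraries were a mixture of E14 mPGCLC RNA and RNA like that of BG5 non-PGCLC cells, miRNAs that rose and miRNAs that fell in BG5 would give the same mPGCLC share. The 36 rising miRNAs gave a median of 52.8% and the 29 falling miRNAs 94.9%, a difference of -42.1 percentage points, so that mixture is not in line with the data. A mixture with non-PGCLC cells specific to E14 was not tested. Of the 77 miRNAs called within BG5, the given labels separated 51 in E14 in the BG5 direction, against up to 9 under the 5 other labellings of the E14 libraries. Of the 16 called within E14, 14 were separated in BG5, against up to 2, so cell types swapped within a line are unlikely. Libraries swapped between lines, or cell types exchanged in both lines, were not tested. Per the paper, mPGCLCs were sorted by Ssea1 and Cd61 in E14 and by Ssea1 and Blimp1-GFP in BG5. These sort markers, GC content, sequencing instrument and batch were not tested. A biological difference between the lines is therefore a hypothesis that cannot be told apart from them or from PCR copies.

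Of 37 groups of 4 samples tested for a sample far from the others, 3 had one, where 1.85 are expected by chance. In the peak ratio of the 4 mPGCLC samples, BG5 mPGCLC replicate 1 was lowest at 0.249, with a gap of 0.891 of the whole range. BG5 mPGCLC replicate 2 had 224 reads of Mir100-5p where the other mPGCLC libraries had 0 or 1, a gap of 0.994 of the range. E14 non-PGCLC replicate 1 had the highest level of the Mir465 3p arm among the 4 non-PGCLC samples, with 62.8 RPM and a gap of 0.859 of the range. No explanation of these 3 was tested.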

How the results depend on the processing

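Leaving out a replicate with the tested set held fixed, the block with the BG5 numbers crossed, and reads divided by copy number were chosen only after the data were seen. The cause of a change was not tested unless a value is given for it.

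For the shares tested 4 against 4, none of those that answer a comparison passed in any alternative. The 26 to 29-nt 5′-U share kept the direction of its pooled difference in all of its alternatives, from -0.842 with 20 to 33-nt reads as denominator to -0.117 for 27 nt alone. In the 8 fits that each left out a replicate, this difference ranged from -0.473 to -0.173. Of the others, 5 shares changed sign in fits that each left out one replicate. Across the 8 such fits the differences ranged from -1.43 to 1.36 for the 22-nt share, from -0.190 to 0.0118 for the peak ratio, from -0.137 to 0.0410 for the collapsed share, from -2.01 to 0.00758 for the 5′-U percentage and from -1.02 to 5.47 for the miRNA share, and the cause was not tested. The miR-290, miR-302 and let-7 shares kept their sign in these fits, with 4.41 to 10.3, 0.149 to 0.308 and -1.58 to -0.733. The collapsed share also changed sign, to 0.0144, when sequences with 1 read were left out. The denominator of 20 to 33-nt reads cannot move the peak ratio or the 5′-U percentage. The miR-302 cluster share reached p = 0.0286 in an exact permutation test only without E14 mPGCLC replicate 2, with exact p up to 0.343 in the other fits that left out a replicate.

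DESeq2 gave more calls than edgeR in most comparisons. It called 2840 sequences between the cell types, 2029 in E14, 2084 in BG5 and 2481 in the interaction. For the 3 non-PGCLC groups it called 0 sequences, with 1784 at an unadjusted p under 0.05. Non-overlapping cell types were found for 10.5% of its 2840 calls, 35.6% of the 90 edgeR calls and 1.80% of all sequences tested. No read in 5 or more of the 8 libraries was found for 62.1%, 2.22% and 63.1%. DESeq2 called 146 miRNAs between the cell types, 55 in E14, 120 in BG5 and 75 in the interaction.

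The replicate block gave 181 sequences between the cell types, 84 in E14, 162 in BG5 and 84 in the interaction, and 2 classes, or 50 with the BG5 numbers crossed. The correlation of same-numbered samples was 0.0247 and 0.0629 for sequences in E14 and BG5. For the 22-nt, miRNA and let-7 shares, replicate 1 was above replicate 2 in both cell types of both lines, so the numbers pair the libraries for some measures and not clearly for others. With at least 10 reads in every sample, 146 sequences passed between the cell types, 0 in E14 (215 at an unadjusted p under 0.05) and 391 between the 3 non-PGCLC groups. With no filter on low counts, 47 sequences passed in the interaction and 31 miRNAs in E14. With only the samples compared, 0 sequences passed in E14 (5304 at an unadjusted p under 0.05), 2 in BG5 and 13 in the interaction, and 8 miRNAs in E14. Total-read scaling gave 8 miRNAs in E14 and moved sequences there to 10 higher and 10 lower, from 19 and 7. It moved the median log2 change of all miRNAs by 0.12 in E14, -0.70 in BG5 and -0.81 in the interaction. Reads divided by copy number gave 124 miRNAs between the cell types, 29 in E14, 59 in the interaction and 177 between the 3 non-PGCLC groups. Among classes of 20 to 33 nt only, 0 passed, with 19 at an unadjusted p under 0.05.

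In the planned fits that each left out one replicate, from 81 to 184 sequences and from 75 to 112 miRNAs passed between the cell types. There the low-count filter was applied again with a smallest group of 1, so 267716 or more sequences were tested. With the tested set held fixed, 82 to 217 sequences and 67 to 106 miRNAs passed, the highest sequence counts being 210 and 217 without an SGET replicate. For classes, from 1 to 33 passed across 8 such fits. Leaving out a replicate was not run for the within-line, interaction and 3-line fits, where an arm would have 1 sample.

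For the 10 named miRNAs, 247 of 280 alternatives kept the direction and the call, 33 kept the direction and lost the call, and 0 reversed. The losses were those of Mir32-3p, Mir412-3p and Mir758-3p. The spread between libraries limits the sequence test. In abundant sequences the self-test recovered 1.0% of 16-fold changes at the real spread and 100% at a dispersion of 0.1 with the same depth and samples.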

Other observations

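All patterns in this part were picked after looking at the data. The tests of a few abundant miRNAs and of a general excess of miRNAs on chromosome 12 were set before their values were known, and all other tests were chosen only after the result was seen.

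Other splits of the 8 E14 and BG5 samples were compared with the real one, counting only the 8 splits that part every same-numbered pair. Only the real split, 1 of 8, gave as many calls for sequences, for miRNAs and for classes. The design cannot give a share under 0.05, so these counts do not rule out an accidental grouping. The other splits gave up to 52 sequences, 40 miRNAs and 0 classes.

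E14 non-PGCLC replicate 2 had a 27-nt 5′-U share above its 26-nt share, with 0.525% against 0.409%. Without the GC-rich fragment, which made up to 40.6% of the 26 to 29-nt 5′-U class, the 27-nt share was 0.852 of the 26-nt share. This is consistent with a single fragment forming the maximum, although the fragment was picked from this library and its origin was not determined.

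Sequences found in 1 library only, with at least 5 reads, had a median of 38 to 204 reads depending on the library. Of sequences with at least 20 and fewer than 200 reads, 64.3% to 90.5% were absent from the other replicate of the same group. Sequencing errors are unlikely, since at most 2.4% of a draw of 2000 such sequences had a neighbour 1 mismatch away with 10 times the reads, against 66.0% to 71.7% of single-read sequences. A hypothesis is that many reads are PCR copies of single molecules. The share absent, 64.3% in the lowest library, is the observation that led to it and is no separate test, and the molecules were not counted. If it holds, total reads divided by the median copy number are 47919 to 217739 per library, and the floor of 3 such molecules is 0.00138% to 0.00626% of reads.

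Reads of 43 nt were higher in mPGCLC in both lines, with 0.455% to 0.717% against 0.211% to 0.413% (exact permutation p = 0.0286, the smallest the test can give, for a class picked after it was seen). Outside snoRNAs the difference was 0.0266 percentage points (exact permutation p = 0.257) with overlapping E14 replicates and, in BG5, separate replicates and a difference of 0.0441. Reads without a recognised adapter therefore cannot be told apart from part of the rise in BG5. The 43-nt snoRNA reads were 0.304% to 0.496% in mPGCLC and 0.0877% to 0.209% in non-PGCLC of E14 and BG5, but 0.392% to 0.641% in SGET non-PGCLC. The 18 to 40-nt snoRNA reads differed by 0.0851 percentage points (exact permutation p = 0.80), with overlapping replicates in both lines. As a percentage of 18 to 40-nt reads they were higher in BG5 mPGCLC by 0.491 without overlap. In E14 they differed by -0.268 with overlap. A rise of snoRNA reads of 18 to 40 nt was therefore not seen in both lines. The 43-nt snoRNA reads were higher in mPGCLC of both lines without overlap, so more snoRNA-derived RNA in mPGCLC is not excluded. Differences in RNA integrity or size selection were not tested.

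Hairpins of the chromosome 12 miRNA cluster (12, 109544541 to 109747960, 57 hairpins, 93 mature arms) took 4.15% ± 2.51 (SD, n = 4) of BG5 reads and 0.775% ± 0.320 (SD, n = 6) of E14 and SGET reads. As a share of miRNA reads every BG5 library was above every other library (exact permutation p = 0.00476, the smallest of 210 arrangements). The test treats libraries as exchangeable although BG5 is 1 line, so this p does not measure the spread between lines. Without the 5 most abundant arms the lowest BG5 share of all reads was 1.08% and the highest other share 0.723%, a ratio of 1.49. A few abundant miRNAs therefore do not account for the higher share of all reads. Of the cluster's arms, 46.5% (40 of 86) were higher in every BG5 library, against 2.54% of other arms. Free arrangements of the libraries would give 0.476%, with the same limit. A hypothesis is that the cluster is expressed more in BG5 cells of both types. Line and batch cannot be told apart here, and the parts of the 2 instruments in each library are not given, so the hypothesis stays open.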
